A study of Danio rerio with 6 samples.

How the data were processed

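The series holds 6 bulk RNA sequencing libraries from zebrafish (Danio rerio) larvae at 5 days post fertilization. Per the labels' protocols, larvae carrying the pnp4a:PALM-mCherry transgene, which marks iridophores with a membrane-bound red fluorescent protein, were dissociated with a trypsin-like enzyme, stained with a nuclear dye and sorted by flow cytometry. Iridophores are the pigment cells that hold light-reflecting purine crystals. About 20000 cells were collected per sample into lysis buffer, in 3 biological replicates, as iridophores or as a general cell population that serves as the control. Per the labels, poly(A) RNA was purified and made into libraries with a bulk form of MARS-seq, a method that tags the 3' ends of transcripts with a sample barcode at reverse transcription, pools the samples and amplifies them by in vitro transcription, and the libraries were sequenced on a NextSeq 500.

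The deposited table gives raw counts per gene, in whole numbers that the authors had not normalized, for 11016 gene symbols in 6 libraries. The aligner, the counting program, the genome build, the annotation, the use of molecular identifiers and the filter on genes are not stated in the labels or the table. The highest count of each gene over the 6 libraries was at least 6, and genes with fewer counts were not analysed here. A numeric suffix (such as _1) ends 778 of the symbols, and 8 symbols have a date form of the kind a spreadsheet makes from septin and similar names. These symbols were kept as they stood. Of the 11016 symbols, 9118 matched a RefSeq symbol of the GRCz12tu assembly and 3075 an Ensembl symbol. The RefSeq table was used for names alone. Because the build behind the counts is not stated, no genome coordinates are given. With 3'-end counting, transcripts that share their 3' ends cannot be told apart, and reads of near-identical copies (ribosomal protein genes, globins, genes with suffixed symbols) may have been split or dropped in the counting, so their values are uncertain.

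Groups and replicate numbers were taken from the sample titles, and each column was matched to its sample through the library name in the sample descriptions. The table has 0 columns without a sample. Total counts were 616439, 749799 and 1686552 in iridophore replicates 1, 2 and 3, and 3282480, 1612637 and 1919451 in control replicates 1, 2 and 3. A count of 3 was taken as the floor, which corresponds to 5.50, 4.36 and 1.69 CPM (counts scaled to a common library total) in the iridophore libraries and to 0.897, 1.79 and 1.54 CPM in the control libraries. These floors cover counting error only, since the use of molecular identifiers is not stated.

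The comparison of iridophores with control was fitted with edgeR 4.0.16 in R 4.3.3 on the deposited counts. Genes were kept by the default expression filter of edgeR (minimum count 10, minimum total count 15), which left 6849 genes with 98.7% of all counts. Libraries were scaled by trimmed mean of M values (TMM), with factors of 0.895, 0.931, 1.07, 1.03, 1.06 and 1.03 in the order of the totals above, and the quasi-likelihood F test was run with group as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 6849 genes, with a threshold of 0.05. Standard errors are approximate: each is the absolute log2 fold change divided by the square root of its F value. CPM values use the TMM-adjusted library sizes and are given as mean ± SD over the 3 replicates. Where every library of a group was at or under the floor, the fold was computed against the floor and is a lower bound.

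Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with the preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over the 19 lists that had at least 5 tested genes. The lists covered iridophore, melanophore and xanthophore markers, de novo purine synthesis, purine salvage and interconversion, one-carbon supply, lysosome-related organelle biogenesis, lysosomal membrane proteins and hydrolases, the V-ATPase, markers of retinal pigment epithelium, photoreceptors, skeletal muscle, erythrocytes, neurons, epidermis, macrophages and digestive organs (liver, intestine and pancreas), immediate early and heat shock genes, cell cycle genes, ribosomal protein genes and mitochondrially encoded genes. They were written from general knowledge of zebrafish genes, and only pnp4a is in more than 1 of them. The exceptions are the ribosomal protein and mitochondrially encoded lists, which took the deposited symbols of a set form (starting with rpl, rps or mt-). The ribosomal list therefore counts suffixed symbols such as rpl12_1 as separate genes. It also holds rps19bp1, which is not a ribosomal protein gene. The mean log2 CPM of each list was also compared between the groups with a two-sided exact permutation test, which cannot give a p under 0.1 with 3 libraries against 3.

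The groups, the tests, the lists, the rule for naming genes and the alternatives were fixed before the data were examined, except where the text says otherwise. The genes to be named were pnp4a, the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among called genes that were above the median abundance and did not overlap between groups, the 3 genes of lowest adjusted p in each list, up to 3 called members of each list that moved against its median, and 22 pigment cell and purine genes chosen in advance. Of these 22, ltk, alx4b, mitfa, tyr, oca2 and csf1ra are not analysed here, and xdh and aox5 did not pass the expression filter. Genes named outside this rule are said to have been chosen after their values were seen.

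Alternatives were size factors by the median of ratios, upper-quartile factors or library size alone in place of TMM, DESeq2 1.42.0 or limma-voom in place of edgeR, no filter or at least 10 counts in every library of a group, the replicate number or the ending of the library name as an added term, leaving out each library or each replicate number, removal of the 20 most abundant genes, thinning of every library to the smallest total, a test against a log2 fold change of 1, and for the lists fry, an estimated correlation and the removal of shared members. For the agreement between libraries they were a prior count of 0.5 and the 500 most variable genes. The further settings of summing symbols that differ by a numeric suffix and matching list members by suffix or RefSeq synonym were chosen after seeing the data.

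Each procedure was tested on simulated data first, with counts drawn from the means and library sizes of these libraries and 200 genes changed in each of 5 simulations. Of the changed genes a mean of 187.6 passed the filter, and among these edgeR recovered 84.3% of genes changed by 2 on the log2 scale and 18.4% of those changed by 1, with 5.23% of calls false. Of simulated lists without a change, camera gave p under 0.05 for 1.6%, fry for 6.4% and camera with an estimated correlation for 0.2%. The simulated genes varied independently of each other, so these rates do not test the choice of correlation between genes.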

Results

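Gene expression was measured in iridophores sorted from 5-day-old zebrafish larvae and in a general cell population sorted from the same kind of dissociated larvae, with 3 biological replicates of each. The title of the study concerns lysosome-related organelles in crystal-forming pigment cells, so the comparison asks which transcripts differ in iridophores and how genes of purine synthesis and of lysosome-related organelles rank among them. The iridophore libraries held 616439 to 1686552 counts and the control libraries 1612637 to 3282480, so that a count of 3 stood for 1.69 to 5.50 CPM in iridophores and for 0.897 to 1.79 CPM in the control. The depth therefore limited the detection of weakly expressed genes most in iridophore replicates 1 and 2.

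Across the 6849 tested genes, log2 CPM values correlated between libraries of the same group with a Pearson coefficient of 0.890 to 0.936 in iridophores and 0.959 to 0.974 in the control. Between groups the coefficient was 0.695 to 0.766. These are correlations across genes, which are not independent replicates. The first principal component held 72.6% of the variance and separated the groups. The second held 13.5% and split the libraries by replicate: iridophore replicate 1 lay at 49.4 and control replicate 1 at 11.4, while replicates 2 and 3 of both groups lay between -25.4 and -8.13. This is also the split by the ending of the library names. With the 500 most variable genes, the alternative that moved it most, the first component held 89.9%. No pair of libraries within a group agreed within sampling noise (chi-square per degree of freedom 3.248 to 21.5), so none was treated as 1 library deposited more than once.

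Of the 6849 genes, 1513 were higher and 1217 were lower in iridophores at an edgeR adjusted p under 0.05, which together made up 39.9% of the tested genes. At an unadjusted p under 0.05 there were 3335 genes. CPM values did not overlap between the groups for 3549 genes (51.8%), against the 10% that chance gives for 3 libraries against 3. The changes were unequal in size. Among called genes above the floor in both groups, 278 had a log2 fold change of at least 3 in the higher direction and 6 had one of -3 or less in the lower direction. In addition, 129 called genes had control libraries all at or under 3 counts, and 29 had iridophore libraries all at or under 3 counts. The setting that moved the counts most was a test against a log2 fold change of 1, which called 781 genes higher and 227 lower. The library names give replicate 1 of both groups a different ending from replicates 2 and 3, which was treated as a possible batch. Within replicates 2 and 3 alone, 1703 genes were called higher and 1468 lower. These replicates were the closest pair of libraries in each group, so this fit may understate the spread between replicates. Replicate 1 has 1 library per group, which allows no test. With the ending of the name as a term in the fit, 1674 genes were higher and 1467 lower, and these included 1508 of the 1513 and 1211 of the 1217.

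**Figure D1:**
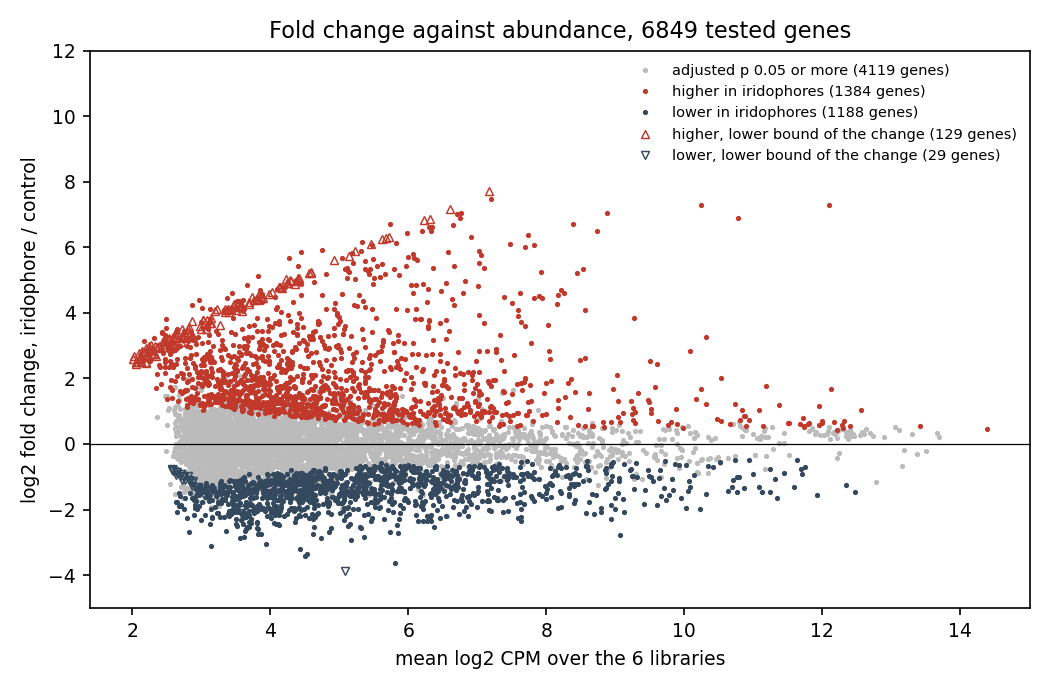
Log2 fold change of iridophores over control (vertical axis) against mean log2 CPM over the 6 libraries (horizontal axis) for the 6849 tested genes, with genes called by edgeR in colour and the rest in grey. Open triangles mark the 129 higher and 29 lower called genes whose libraries in the other group were all at or under 3 counts, drawn at the lower bound of their change; higher calls extend further from 0 than lower calls.

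The gene whose promoter drives the sorting reporter, pnp4a, was measured at 2406 ± 524 CPM in iridophores and 15.7 ± 5.78 CPM in the control (mean ± SD, n = 3 each). Its log2 fold change was 7.29 (SE 0.36, edgeR adjusted p 3.298e-06), and the alternative that moved it most, leaving out control replicate 1, gave 6.94. The labels do not say whether reporter-positive cells were kept out of the control, and any iridophores in it would make this fold and those of the other iridophore markers smaller. Of the 20 iridophore marker genes listed in advance, 15 were tested and 14 were higher, both over all genes and adjusted over the list alone, and 0 were lower, even at an unadjusted p under 0.05. Their median log2 fold change was 6.72, or 5.89 with the 4 genes at the control floor set to their bounds (camera adjusted p 5.537e-11). The transcription factor genes tfec and sox10 rose by log2 fold changes of 5.49 (SE 0.36, edgeR adjusted p 4.677e-06) and 5.89 (SE 0.57, edgeR adjusted p 4.186e-05). Without control replicate 1, in which it had no counts, sox10 gave 5.00. The marker fhl2b rose by 6.72 (SE 0.43, edgeR adjusted p 4.435e-06). The gene gpnmb varied between libraries, with 174, 996 and 1646 CPM in iridophore replicates 1, 2 and 3 against 7.57 ± 6.59 CPM in the control (n = 3). Its log2 fold change of 7.05 (SE 0.95, edgeR adjusted p 0.000346) became 6.32 without iridophore replicate 3, 6.38 without control replicate 1 and 7.95 without control replicate 3. The gene alx4a was at least 10.14-fold higher, with 14.3 ± 2.35 CPM in iridophores and 0 counts in the control.

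The 10 genes with the largest positive fitted log2 fold change among abundant, non-overlapping genes were akap12a, defbl1, si:dkey-197i20.6, lypc, lgals2a, emp3b, LOC100535932, csf1a, si:busm1-105l16.2 and pltp. For 9 of them the control was at or under the floor in every library, so the folds are lower bounds. On the log2 scale the bound of lgals2a (7.72) lay above the value of pnp4a (7.29), and the other bounds lay under it. The ranking of those genes above pnp4a therefore rests on the fitted values. By these bounds lgals2a was at least 211-fold, akap12a at least 144-fold, csf1a at least 117-fold, lypc at least 115-fold and defbl1 at least 76.5-fold higher in iridophores. The remaining gene, pltp, had 299.6 ± 53.6 CPM in iridophores and 1.75 ± 0.83 CPM in the control, a log2 fold change of 7.47 (SE 0.37, edgeR adjusted p 3.298e-06).

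Falls were smaller. The 10 largest among abundant, non-overlapping genes included guca1g_1, pcxb, clcnk, slc47a1 and mao. The row guca1g_1, whose suffixed symbol makes the share of reads it received uncertain, was at least 14.8-fold lower. The gene pcxb had iridophore counts in replicate 3 alone (27 counts, against 0 in the other two), and its log2 fold change of -3.62 (edgeR adjusted p 0.0016) rests on that library; without it the iridophore group was at the floor and the gene was still called (edgeR adjusted p 0.000155). The call of mao was lost without iridophore replicate 2 (edgeR adjusted p 0.0653). Among the 976 genes with at least 100 CPM in the control, 0 fell under 10% of the control level, and the 1st percentile of the log2 fold change was -2.24, or 21.2% of the control level.

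Purine supply was the next question, since the crystals of iridophores are made of purines. Of 9 tested genes of de novo purine synthesis, 8 were higher and 1 was lower, with the same counts adjusted over the list alone. The median log2 fold change was 2.84 (camera adjusted p 0.000163). The gene paics rose from 81.5 ± 7.92 to 1157 ± 98.7 CPM, a log2 fold change of 3.83 (SE 0.20, edgeR adjusted p 3.298e-06). The log2 fold changes of gmps, atic and gart were 3.93, 2.83 and 1.39. The paralogs of IMP dehydrogenase moved apart: impdh1b rose by 3.76 (SE 0.39, edgeR adjusted p 6.774e-05) and impdh2 fell by 1.17 (SE 0.27, edgeR adjusted p 0.00735). Of 9 tested genes of one-carbon supply, 6 were higher and 2 lower, also adjusted over the list alone, with a median of 1.56 (camera adjusted p 0.0304). The serine synthesis genes phgdh and psat1 had log2 fold changes of 4.69 and 4.61, whereas gldc fell by 2.00 and aldh1l2 fell by 1.93. The call of aldh1l2 was lost without iridophore replicate 3 (edgeR adjusted p 0.124) and without control replicate 3 (edgeR adjusted p 0.0528), and its log2 fold change was -2.90 without iridophore replicate 2. Purine salvage and interconversion did not pass as a list. Its 15 tested genes had a median of 0.23 (camera adjusted p 0.550), with 5 higher and 2 lower, also adjusted over the list alone, and the median was -0.01 without control replicate 2, 0.02 without iridophore replicate 3, 0.15 without iridophore replicate 1 and 0.42 without iridophore replicate 2. Within it, hprt1l rose by 6.44 (SE 0.43, edgeR adjusted p 4.813e-06), while pnp4b, a paralog of the reporter gene, fell by 1.59 (SE 0.23, edgeR adjusted p 0.000569).

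For lysosome-related organelles, 24 genes of their biogenesis were tested. Of these 20 were higher and 0 were lower over all genes, and 21 were higher and 1 was lower both adjusted over the list alone and at an unadjusted p under 0.05. The median log2 fold change was 2.06 (camera adjusted p 1.657e-07). The gene rab32a rose from 12.2 ± 1.81 to 149.97 ± 17.7 CPM, a log2 fold change of 3.60 (SE 0.24, edgeR adjusted p 4.813e-06). The related gene rab38c was at least 22.4-fold higher. The log2 fold changes of hps4 and bloc1s6 were 3.74 (SE 0.32, edgeR adjusted p 1.816e-05) and 2.85 (SE 0.20, edgeR adjusted p 6.716e-06). Of 16 tested genes of the V-ATPase, the proton pump of acidic organelles, 11 were higher over all genes, 13 were higher adjusted over the list alone, and 0 were lower by either or at an unadjusted p under 0.05. Their median was 1.44 (camera adjusted p 3.605e-05). The largest change was in tcirg1a, at 6.12 (SE 0.41, edgeR adjusted p 4.813e-06), or 5.49 without control replicate 1, followed by atp6v1f at 4.86 and atp6v0e1 at 2.73. The other tested genes of the same subunit family, which were chosen after their values were seen, were not called: tcirg1b had a log2 fold change of 0.22 (SE 0.38, edgeR adjusted p 0.676), atp6v0a1a one of -0.26 (SE 0.32, edgeR adjusted p 0.551) and atp6v0a2b one of 0.83 (edgeR adjusted p 0.193). Lysosomal membrane proteins and hydrolases shifted less: 12 of 23 were higher and 1 was lower, also adjusted over the list alone, with a median of 0.93 (camera adjusted p 0.00162). Among them npc2 rose by 5.33 (SE 0.46, edgeR adjusted p 2.024e-05) and ctsba by 2.12 (SE 0.20, edgeR adjusted p 3.353e-05), and gusb fell by 0.78 (SE 0.21, edgeR adjusted p 0.0142).

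**Figure D2:**
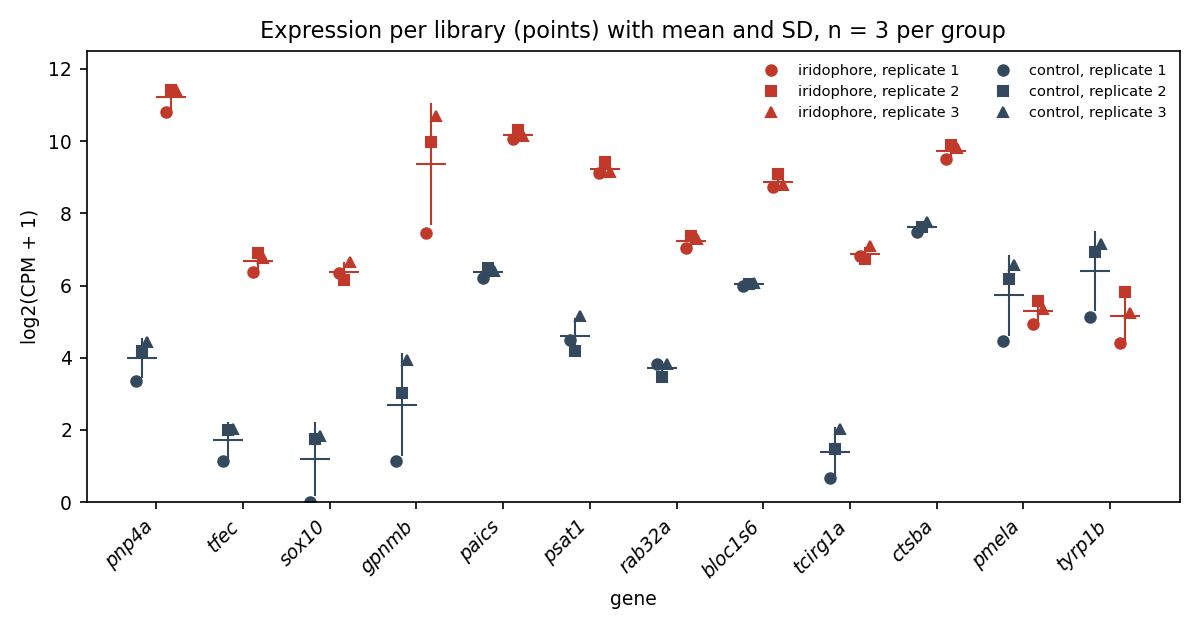
Expression of 12 genes in each library as log2(CPM + 1) on the vertical axis, with iridophore libraries in red, control libraries in dark blue, a marker shape per replicate, and bars for the mean and SD (n = 3 per group). For pnp4a the iridophore libraries averaged 2406 CPM and the control libraries 15.7 CPM, whereas pmela and tyrp1b overlapped between the groups.

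Markers of the other pigment cells were compared to see whether they followed the iridophore markers. The mean log2 CPM of the iridophore list was higher in iridophores by 4.92, that of the melanophore list by 1.91 and that of the xanthophore list by 1.47, and the groups did not overlap for any of the 3 lists. The exact permutation p was 0.1 for each, the smallest that 3 against 3 allows (0.136 after Benjamini-Hochberg adjustment over 19 lists). The same comparison gave 0.1 for 14 of the 19 lists, among them the salvage, epidermis and cell cycle lists, and was above it for 5. The exact permutation p was 0.2 for retinal pigment epithelium, 0.3 for the liver, intestine and pancreas list, 0.4 for immediate early and heat shock genes, 0.6 for photoreceptors and 1 for neurons. Of 10 tested melanophore genes, 5 were higher and 0 lower over all genes, and 5 were higher and 1 lower adjusted over the list alone or at an unadjusted p under 0.05. Their median was 0.87 (camera adjusted p 0.0374). That call was lost without iridophore replicate 2 (median 0.55, adjusted p 0.0909) and without control replicate 1 (median 0.39, adjusted p 0.238). Within the list slc45a2, gpr143 and trpm1b had log2 fold changes of 6.67 (SE 0.49, edgeR adjusted p 7.856e-06), 5.37 (SE 0.40, edgeR adjusted p 8.692e-06) and 5.42 (SE 0.44, edgeR adjusted p 1.335e-05). Without control replicate 1, slc45a2 gave 6.01. The genes tyrp1b and pmela of the same list did not follow. The log2 fold change of tyrp1b was -1.37 (SE 0.51, edgeR adjusted p 0.0562) and that of pmela was -0.65 (SE 0.48, edgeR adjusted p 0.307). Without control replicate 1 both were called lower, at -1.83 and -1.13 (edgeR adjusted p 0.00212 and 0.0112). Both were also called lower without replicate 1 of both groups (edgeR adjusted p 0.000286 and 0.00582). The gene tyrp1b was called lower with the replicate number or the ending of the library name as a term (edgeR adjusted p 0.000607 and 0.000544). The same held for tyrp1b with upper-quartile factors, library size alone, DESeq2, no filter or thinning (adjusted p 0.0169 to 0.0486). Under limma-voom (adjusted p 0.142) and the remaining alternatives tyrp1b was not called. The gene dct was higher by 1.37 (SE 0.45, edgeR adjusted p 0.0359), a call that held when iridophore replicate 1 was left out and was lost when any of the other 5 libraries was (edgeR adjusted p 0.0523 to 0.142). Of 6 tested xanthophore genes, 4 were higher and 2 lower, also adjusted over the list alone, with a median of 2.09 (camera adjusted p 0.252). Among them slc2a15b was at least 52.9-fold higher, gch2 rose by 2.09 (SE 0.58, edgeR adjusted p 0.0173), and bco1l fell by 1.09 (SE 0.21, edgeR adjusted p 0.00256). Without iridophore replicate 2, gch2 lost its call (edgeR adjusted p 0.0821).

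Lists for other tissues moved in both directions. Skeletal muscle genes were higher, with 13 of 18 called and 0 lower, the same adjusted over the list alone (14 and 0 at an unadjusted p under 0.05), and a median of 0.81 (camera adjusted p 0.00107). The parvalbumin gene pvalb1 had 3593 ± 831 CPM in iridophores and 1054 ± 70.16 CPM in the control, a log2 fold change of 1.77 (SE 0.20, edgeR adjusted p 0.000134). Erythrocyte genes were lower, with 5 of 6 called and 0 higher, the same adjusted over the list alone and unadjusted, and a median of -1.03 (camera adjusted p 0.00909); hbbe1.3 fell by 1.27 (SE 0.20, edgeR adjusted p 0.000872). Genes of liver, intestine and pancreas were lower, with 9 of 16 called and 0 higher over all genes, 10 lower and 1 higher adjusted over the list alone and unadjusted, and a median of -1.24 (camera adjusted p 0.0196). The mean log2 CPM of that list overlapped between the groups, at 7.92 ± 0.391 in iridophores and 8.81 ± 0.762 in the control (mean ± SD, n = 3, exact permutation p 0.3, 0.356 after Benjamini-Hochberg adjustment), and the list was no longer past the camera threshold without iridophore replicate 1 (median -1.10, adjusted p 0.0761). The gene apoa4b.1 had 1284 ± 443 CPM in iridophores and 3553 ± 205 CPM in the control, a log2 fold change of -1.47 (SE 0.24, edgeR adjusted p 0.00114).

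Ribosomal protein genes were higher, with 41 of 87 called and 0 lower over all genes, 46 and 0 adjusted over the list alone, 52 and 0 at an unadjusted p under 0.05, and a median of 0.52 (camera adjusted p 8.084e-07). They took 29.8% ± 2.88 of the counts in iridophores and 24.02% ± 0.979 in the control (mean ± SD, n = 3, exact permutation p 0.1, two-sided, the smallest possible). Of the 3 other shares compared in the same way, that of the hsp70 genes was 5.00% ± 0.625 in iridophores and 3.94% ± 0.170 in the control (n = 3, exact permutation p 0.1), that of mitochondrial ribosomal RNA 1.14% ± 0.368 and 1.43% ± 0.345 (exact permutation p 0.5), and that of the 20 most abundant genes 18.7% ± 0.373 and 17.9% ± 0.625 (exact permutation p 0.2). Over the 4 shares the Benjamini-Hochberg adjusted values were 0.2 or more. The largest change among the named ones was in rps24, at 3.26 (SE 0.24, edgeR adjusted p 7.366e-06), with the caution that near-identical copies can split the reads of this family. The scaling by upper-quartile factors moved the median of all genes by -0.15, and under it the ribosomal median was 0.36, the muscle median 0.65 and the erythrocyte median -1.18.

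The remaining lists did not pass the threshold. Counts in parentheses are genes called over all genes and then adjusted over the list alone. The medians were 0.61 for 19 cell cycle genes (camera adjusted p 0.133, 7 higher and 1 lower, then 9 and 1), 0.41 for 7 photoreceptor genes (camera adjusted p 0.723, 1 higher, then 0, against 2 at an unadjusted p under 0.05), 0.32 for 5 genes of retinal pigment epithelium (camera adjusted p 0.723, 2 higher and 0 lower, then 2 and 2, the same at an unadjusted p under 0.05), 0.05 for 12 neuron genes (camera adjusted p 0.849, 0 called by either, 0 at an unadjusted p under 0.05), -0.01 for 14 epidermis genes (camera adjusted p 0.849, 3 higher and 2 lower by both) and -0.13 for 21 immediate early and heat shock genes (camera adjusted p 0.849, 4 higher and 3 lower, then 3 and 2). The neuron median was -0.11 under upper-quartile factors and -0.04 with library size alone. The cell cycle median was 0.37 without control replicate 2. The photoreceptor median was 0.14 without iridophore replicate 2 and 0.19 without control replicate 1. The photoreceptor median was 0.91 and the neuron median 0.63 without replicate 3 of both groups. The immediate early and heat shock list joins parts that moved apart, a split chosen after the values were seen. All 8 tested heat shock genes had a positive log2 fold change, from 0.27 to 1.16, as did those tested in each alternative, and 11 of 13 immediate early genes had a negative one, or 12 of 13 under upper-quartile factors. The difference between the parts was not tested. The median of the whole list was -0.22 without iridophore replicate 3 and without control replicate 1. The medians of the retinal pigment epithelium, neuron and epidermis lists changed sign when single libraries were left out, between -0.37 and 0.62, between -0.35 and 0.25 and between -0.19 and 0.03. Macrophage markers (4 tested genes, 1 higher and 1 lower) and mitochondrially encoded genes (2 ribosomal RNA genes, 0 called and 0 at an unadjusted p under 0.05) were too few for a list test. Of the calls by camera with the preset correlation, all but that of the liver, intestine and pancreas list held under fry, and none held when the correlation was estimated from these 6 libraries.

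**Figure D3:**
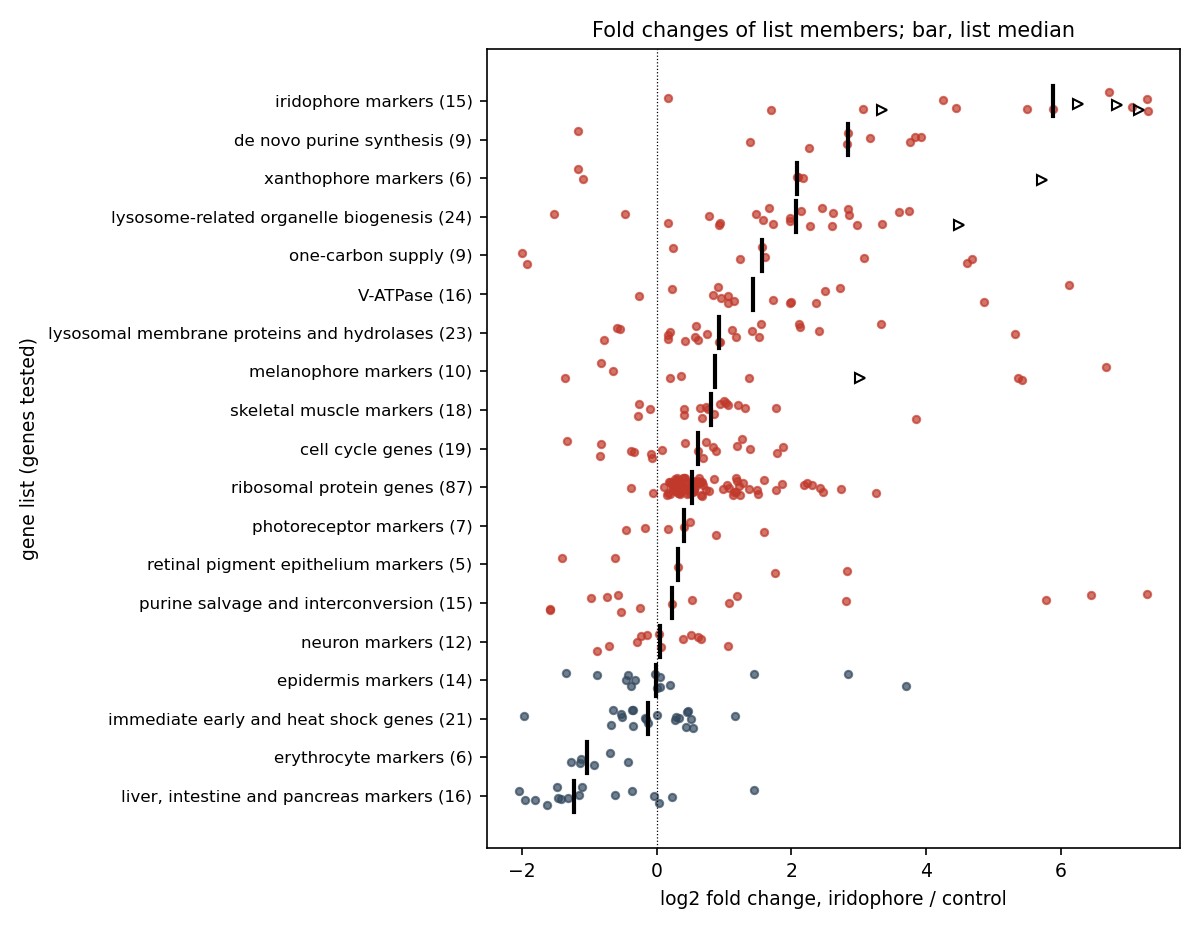
Log2 fold change of iridophores over control (horizontal axis) for each tested member of the 19 gene lists (vertical axis, number of tested genes in parentheses), with a bar at each list's median. Open triangles mark genes at the control floor, drawn at their lower bound, and the iridophore list has the highest median, 5.89 with these bounds.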

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

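The split of the 6 libraries into iridophore and control called 2730 genes. It was 1 of 10 possible splits into 3 and 3, and the other 9 called 0 genes each, with 14 to 173 genes at an unadjusted p under 0.05. With 10 splits a share under 0.1 cannot be reached, so the splits alone cannot exclude chance. The control libraries were deeper as a group. After every library was thinned to the smallest total, 4040 genes passed the filter, 959 were called higher and 773 lower, and 60.22% of the original calls were kept, which argues against depth as the source of most calls. With the 20 most abundant genes removed 99.52% of the calls were kept, which argues against a few abundant genes as their source. These 3 tests were set before their results were seen.

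No gene that was called here and under an alternative had opposite directions in the 2 fits. The test against a log2 fold change of 1, which by construction calls fewer genes, gave 781 higher and 227 lower. Apart from it, the other scalings, tests and filters gave 1307 to 1793 higher and 1052 to 1514 lower genes. Upper-quartile factors shifted the median of all genes by -0.15 and gave 1315 higher and 1514 lower (46.5% higher, against 55.4%), and DESeq2, with its own size factors, shifted it by -0.10. DESeq2 gave 1459 higher and 1120 lower and no adjusted p for 1071 genes. The 6 fits that each left out a library gave 1248 to 1704 higher and 860 to 1396 lower genes. With 2 libraries per group, leaving out replicate 2 of both gave 960 higher and 467 lower, and leaving out replicate 3 of both gave 905 and 485. Leaving out replicate 1 of both gave 1703 and 1468, so the smaller number of libraries alone does not account for the lower counts. Replicates 2 and 3 were the closest pair in each group. Their Pearson coefficient was 0.936 in iridophores, against 0.890 and 0.904 for the pairs with replicate 1. In the control it was 0.974, against 0.959 and 0.962. The fits that kept replicate 1 therefore held the less alike libraries. Whether this accounts for their lower counts was not tested. Summing symbols that differ by a suffix, a setting chosen after seeing the data, gave 1479 and 1201.

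Whether the replicate numbers pair the libraries was not settled by their values. Deviations from the group means correlated at 0.315, 0.071 and 0.175 for replicates 1, 2 and 3 of the 2 groups. Pairs of different numbers that included a replicate 1 gave -0.241 to -0.152. Iridophore replicate 2 with control replicate 3 gave 0.119, and iridophore replicate 3 with control replicate 2 gave 0.12. The values thus set replicate 1 apart in both groups but do not show a pairing within replicates 2 and 3. With the replicate block, 1584 genes were higher and 1387 lower, and 97.4% of the original calls were kept. Of the lists, the block changed the sign of the neuron median alone (-0.0049). Of the 95 named genes, hsp70.1 lost its call and rpe65a, gngt2b and tyrp1b gained one under the block, and the side of the threshold changed for no list.

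Of the lists that passed the threshold, those for iridophore markers, de novo purine synthesis, one-carbon supply, lysosome-related organelle biogenesis, lysosomal proteins, the V-ATPase, muscle, erythrocytes and ribosomal proteins kept their direction and their side of the threshold in every alternative run for the lists but one. The exception was camera with a correlation estimated from these 6 libraries, under which no list passed. The medians there were as before, 6.72 for iridophore markers, 2.84 for de novo purine synthesis, 1.56 for one-carbon supply, 2.06 for lysosome-related organelle biogenesis, 0.93 for lysosomal proteins, 1.44 for the V-ATPase and 0.87 for melanophore markers, with adjusted p from 0.164 to 0.652. The muscle, erythrocyte, ribosomal and digestive lists lost their calls there too. On simulated data this form gave p under 0.05 for 0.2% of unchanged lists, against 1.6% with the preset correlation, and found the changed list in 5 of 5 simulations. The simulated genes varied independently of each other, so these rates cannot show which correlation suits these libraries. Why it lost every call here was not tested, and the list results rest on the preset correlation or on fry. Under fry the salvage list (0.23, adjusted p 0.00677) and the xanthophore list (2.09, adjusted p 0.0107) passed as well. Fry asks whether list members changed at all rather than more than other genes. Whether this accounts for the passes of these lists was not tested. The liver, intestine and pancreas list lost its call under fry (adjusted p 0.0993), without iridophore replicate 1 (median -1.10, adjusted p 0.0761) and without replicate 3 of both groups (adjusted p 0.0752). The cell cycle list passed under fry (adjusted p 0.00951) and after thinning (median 0.81, adjusted p 0.0189). The cause was not tested.

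The melanophore median ran from 0.39 to 1.07 across the 6 fits that each left out a library. It was 0.55, 1.15 and 1.64 without replicate 1, 2 or 3 of both groups. The list was no longer past the threshold without replicate 1 of both groups, without iridophore replicate 2 or without control replicate 1. Its mean log2 CPM was lowest in control replicate 1 (2.494, against 3.795 and 3.981 in control replicates 2 and 3). It was highest in iridophore replicate 2 (5.81), so leaving out either library narrows the difference in list mean. Control replicate 1 was also the lowest control library for the xanthophore, retinal pigment epithelium, photoreceptor, neuron and digestive lists. It was the highest for the ribosomal and lysosome-related organelle biogenesis lists. Why it differed was not tested. The xanthophore median was -0.98 when at least 10 counts were required in every library of a group, a filter that removed pts and bscl2l, which were higher, and let in xdh. The salvage median was -0.0108 when pnp4a, its member shared with another list, was left out, and ran from -0.0146 to 0.423 across the 6 fits, with the lowest value without control replicate 2 and the highest without iridophore replicate 2. With list members matched also by suffix or synonym, a setting chosen after seeing the data, the salvage median was 0.52 over 17 genes and the melanophore median 1.37 over 11 genes, and neither list changed its side of the threshold. The difference in list mean ran from 4.57 to 5.15 for iridophore markers, from 1.37 to 2.14 for melanophore markers and from 1.11 to 1.57 for xanthophore markers, with the lowest value of each without control replicate 1.

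Lists near 0 changed sign. The neuron median was -0.11 with upper-quartile factors and -0.037 with library size alone, which follows from scalings that moved the median of all genes by -0.15 and -0.0786. For the other changes of sign the cause was not tested. The neuron median was -0.013 without a filter, -0.0143 with the ending of the library name as a term, -0.31 after thinning, -0.36 without replicate 1 of both groups, -0.18 without replicate 2 of both, 0.63 without replicate 3 of both, and from -0.35 to 0.25 across the 6 fits. The retinal pigment epithelium median was -0.69 without a filter, -0.15 with list members matched by suffix or synonym, -0.34 without replicate 1 of both groups, and from -0.37 to 0.62 across the 6 fits. The epidermis median was 0.0567 without a filter, 0.10 under the stricter filter, 0.0439 without replicate 3 of both groups, and from -0.19 to 0.0269 across the 6 fits. None of these values passed the threshold.

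Of the 95 named genes, 72 kept their direction and their side of the threshold in those of 20 alternatives that tested them, 23 changed in at least 1, and 0 reversed. Over these 20 settings calls were lost in 73 cases and gained in 29. The test against a log2 fold change of 1 is not among the 20: of the 87 named genes that were called, it called 62 and did not call 25. Summed symbols were not tried for the named genes. The xanthophore and photoreceptor lists had too few tested genes for a value after thinning. Of the agreement values between libraries 4 moved: the mean correlation between groups with a prior count of 0.5, and with the 500 most variable genes that correlation, the one within groups and the share of the first component. Depth limits the falls more than the rises, since a count of 3 is 5.50 CPM in iridophore replicate 1, so that a fall of a gene under that level in the control was not detectable there.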

Other observations

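The tests of an even share, of carry-over and of sorted melanophores were chosen only after the results they concern had been seen. The gene lists they use were written before the data were examined.

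Transcripts of other tissues remained in the iridophore libraries. Of 976 genes with at least 100 CPM in the control, 0 had a fitted level under 10% of the control, and the 5th percentile was 28.1% of it. These genes were taken by abundance alone and may include genes that iridophores express, so they do not show this by themselves. The globin gene hbbe1.3 was at 196 ± 5.67 CPM in iridophores against 475 ± 84.6 CPM in the control (mean ± SD, n = 3), and apoa4b.1 was at 1284 ± 443 against 3553 ± 205 CPM. If the iridophore libraries held these transcripts as a single even share of the control mixture, the lists of other tissues would shift by the same amount. The muscle list shifted against the erythrocyte list by 1.784 on the log2 scale, with a spread between libraries of 0.172, which argues against an even share. Uneven carry-over of RNA or cells from the same dissociated larvae stays open. If it took place, genes that differ between replicate 1 and replicates 2 and 3 of the control would differ in the same direction in iridophores. This was tested first on the 16 tested genes of the liver, intestine and pancreas list, chosen after their difference in the control had been seen. The shifts had the same sign for 16 of 16, with a Spearman rho of 0.6059 (one-sided permutation p 0.00714) and a Pearson r of 0.660 (one-sided permutation p 0.00189). Without the 2 genes farthest from the median, rho was 0.517 and r 0.602. The same test was then run on each other-tissue list with at least 10 tested genes, which made 4 lists with the digestive one. The Spearman coefficient was 0.684 for the epidermis list (11 of 14 genes with the same sign, adjusted p 0.0143, as for the digestive list), 0.366 for muscle (11 of 18, adjusted p 0.0909) and 0.105 for neurons (6 of 12, Pearson r -0.0043, adjusted p 0.376), so 2 of 4 lists passed after Benjamini-Hochberg adjustment. Across the 5336 tested genes that were not called higher in iridophores rho was 0.313. These are correlations across genes, which are not independent replicates. Carry-over may therefore account for part of these transcripts. A library batch that follows the ending of the library names would shift replicate 1 in both groups in the same way, and the wider relation across genes goes with that as well as with carry-over, so these cannot be told apart here: each group has 1 library with that ending. Expression of some of these genes in iridophores was not tested.

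The melanophore list genes slc45a2, gpr143, trpm1b and mc1r were higher in iridophores by a median of 40.1-fold, with mc1r (chosen after its values were seen) at a lower bound of 8.08-fold. Melanophores sorted with the iridophores would raise their abundant transcripts by a similar factor. The 3 most abundant other genes of the list in the control did not rise so: tyrp1b was at 37.3 CPM in iridophores where that factor needs 3940, pmela at 38.6 CPM where it needs 2491, and mlana (chosen after its values were seen) at 38.8 CPM where it needs 1230. Their median was 1.548% of the needed level, which argues against sorted melanophores as the source. Expression of these 4 genes by iridophores is a candidate explanation, which was found on the same data and was not itself tested. Reads shared between paralogs were not tested for these genes.

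The deposited table is ordered by direction of change at its start. Its first 1222 genes each had a higher mean in iridophores, and 1056 of them were called higher here. The next 920 each had a lower mean, and 879 of them were called lower. Within the first run, an alphabetical stretch of 47 genes comes first, of which 32 are in the iridophore, purine, one-carbon, lysosome-related organelle biogenesis or V-ATPase lists and 46 were called higher. The labels do not say how the order was made, and no explanation was tested.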
